A study of Mus musculus with 2 samples. Its data were reported in "Group 3 innate lymphocytes make a distinct contribution to type 17 immunity in bladder defence" (2022).

How the data were processed

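Bladder macrophages were profiled by bulk RNA sequencing after instillation of uropathogenic Escherichia coli (UTI group) or of phosphate-buffered saline (PBS group) through a catheter. There was 1 library per group. Each library was made from 1 pool of cells from 3 mice, combined before sorting. The labels describe the sorted cells as live, CD45-positive and CD64-positive, whereas the study's methods also name F4/80 as a sort marker; the values cannot settle which gate was used. Libraries were made from total RNA with a stranded kit for picogram inputs. Groups were taken from the group label of each sample, and all measurement columns were matched to a sample by name.

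The authors trimmed the reads, aligned them to the mouse genome build mm10 with HISAT2 and deposited whole-number counts per gene symbol made with featureCounts. Versions, the gene annotation and the strand setting of the counting are not given in the sources used here, so genes that overlap on opposite strands, and near-identical gene copies, are uncertain. The count table held 24421 rows, of which 9695 were at 0 in both libraries. Names that a spreadsheet had turned into dates stood on 27 rows, and 2 of those names occurred on more than 1 row; no result is given for them by name. No row lacked a gene name and no row was a mitochondrial gene.

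The authors also deposited a normalised table of 14230 genes, with values treated here as a signal. For the 14210 genes found by symbol in both tables, dividing each count by its normalised value gave the same factor within a library, 0.801 for PBS and 1.25 for UTI, which are the DESeq2 median-of-ratios size factors of the counts. Multiplied by these factors, 100% of these genes' values in each library were whole within 1e-06 and equal to the deposited counts. The other 20 symbols of the normalised table were not in the count table under the same name and were not compared. The table held as many rows as there were genes with a summed count above 1. For the genes compared it gave no information beyond the counts.

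All ratios were computed from the deposited counts. Counts were divided by DESeq2 size factors (DESeq2 1.42.0 in R 4.3.3), a pseudocount of 1 was added to each normalised count, and the log2 ratio of UTI over PBS was taken. Genes with a mean normalised count of at least 50 over both libraries were counted when they differed by at least 4-fold (log2 ratio of 2) or 2-fold (log2 ratio of 1). With 1 library per group there was no replicate error, no test was run and no p-value is given; all differences describe these 2 libraries. A 95% interval of each ratio was computed by the exact Clopper-Pearson method, given the sum of the counts of both libraries. Reads amplified by PCR without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. Counts per library total are given as CPM. For a gene at 0 in 1 library, the ratio was computed against a floor of 3 counts in that library. It is a lower bound of the change only if the count in the other library is taken as exact. The lower end of the counting interval can lie below it, as for Il23a (log2 4.89 against a bound of 5.20). Folds given below as at least a value are such bounds. Counting noise alone was simulated with 100 Poisson draws from 1 shared expression level per gene.

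The 22 gene lists were text genes of the study, sort markers, receptors, resident macrophage, monocyte, neutrophil, dendritic cell, T, NK and innate lymphoid, B cell, urothelium, fibroblast, smooth muscle, endothelium, MHC class II, interferon response, M1-associated, M2-associated, cell cycle, glycolysis, lysosome, immediate early (dissociation) and sex-linked. Some of the text genes of the study, such as Ccl4 and Ccl5, were named by it from these libraries, so their list median is not independent evidence. Some genes stood in more than 1 list: 7 of the 19 text genes, 5 of 16 receptors, 2 of 15 resident macrophage genes, 1 monocyte gene, 1 interferon response gene, 3 of 11 M1-associated genes and 3 of 12 M2-associated genes. For each list the median log2 ratio over members with a mean normalised count of at least 10 was compared with 10000 random lists of the same size, matched on mean expression in 20 bins. The percentile describes these libraries, since genes are not replicates.

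The genes named were fixed by rule. They were the members of the first 3 lists, the 10 highest and 10 lowest log2 ratios among genes with a mean normalised count of at least 50, the 5 highest and 5 lowest cytokine and chemokine genes with a mean of at least 10, and the 3 most abundant members of each list. Cytokine and chemokine genes were taken by symbol pattern. The cytokine pattern also took in receptor genes with symbols such as Il9r; the family totals leave these out. Some genes that the rule takes in are not reported here. Any other gene named was chosen after its values were seen. Coordinates are from the RefSeq annotation of GRCm38, the assembly that mm10 denotes; 24274 of the 24421 rows matched it by symbol or synonym.

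The alternatives, chosen before the data were examined, were TMM factors (edgeR 4.0.16), total counts, the upper quartile, totals without the 20 most abundant genes and the mitochondrial and ribosomal protein genes, the authors' normalised table, pseudocounts of 0.5 and 5, thinning of the UTI library to the PBS total (20 binomial draws, with the filters rescaled), other filters on the mean count, and an interval that had to lie beyond the fold. A shrunken fold change was added after seeing the data. It was fitted in DESeq2 with a normal prior on the log2 fold change, and both libraries were taken as replicates when the dispersion was estimated. The regularised log difference of DESeq2 was computed from the same dispersions, also after seeing the data, for the shrinkage explanation only. GC content and length were those of the longest GENCODE vM21 transcript of each symbol.

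The steps were tested on simulated data for the UTI against PBS comparison, with 24421 genes, of which 200 were changed by known folds. The changes set were all of the same size, beyond 4-fold, in genes with a mean of at least 50. The counts carried counting noise only, so the larger spread between the real libraries was not simulated. The test thus checks the computation and not the reliability of the differences. All 200 changed genes were recovered past 4-fold, and 0 unchanged genes were. The 95% intervals held the true ratio for 95.7% of 8463 genes. Of 200 lists drawn at random from the simulated genes past the list filter, changed genes included, 13 fell outside the central 95%. Tables were handled in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.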

Results

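Macrophages were flow-sorted from mouse bladders that had received uropathogenic Escherichia coli (UTI) or phosphate-buffered saline (PBS), and their RNA was sequenced in bulk. Each group was represented by 1 library made from the pooled cells of 3 mice, so no difference below has a replicate check. The libraries held 3955188 (PBS) and 6893419 (UTI) counts assigned to genes. At least 1 count was found for 12831 genes in PBS and for 13975 genes in UTI. The ribosomal RNA precursor gene Rn45s took the most counts, 11.1% of PBS (95% Wilson interval 11.1 to 11.2) and 14.8% of UTI (14.8 to 14.8). A gene at 0 could have been present at up to 0.758 CPM in PBS and 0.435 in UTI, the equivalent of 3 counts.

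The sort markers were read first. Ptprc, which encodes CD45, had 3614 counts in PBS and 8237 in UTI, a log2 ratio of 0.55 (95% counting interval 0.49 to 0.61). Adgre1, which encodes F4/80, had a log2 ratio of 0.57 (0.49 to 0.66). Fcgr1, which encodes CD64, had a log2 ratio of 0.30 (0.20 to 0.40). The median of these sort markers, 0.55, lay at percentile 89.4 of random lists matched on expression. Of the sex-linked genes, Xist had 1316 counts in PBS and 5778 in UTI, while Ddx3y had 1 and 3 counts and Eif2s3y had 1 and 1. Xist was the only member of that list measured above the minimum, with a log2 ratio of 1.49 at percentile 97.3.

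The first comparison asked how far the transcriptome of the sorted cells differed between the infected and the control bladders. Among 8440 genes with a mean normalised count of at least 50, 229 were at least 4-fold higher in UTI and 272 were at least 4-fold lower. At 2-fold, 1026 genes were higher and 946 were lower. Counting noise alone gave at most 0 genes past 4-fold in either direction in 100 draws, and at most 2 past 2-fold in either direction. The counting interval excluded equality for 6071 genes, 71.9% of those measured. The 4-fold counts moved most under the shrunken fold change, chosen after seeing the data, which gave 23 genes higher and 15 lower. Without a filter on expression, 1752 genes were at least 4-fold higher and 1427 lower. Scaling also set the balance of the directions. Scaling by total counts moved the median log2 ratio of the 8440 genes by -0.16. It gave 191 genes at least 4-fold higher and 354 lower, and 806 at least 2-fold higher and 1194 lower. The higher genes then made up 35.0% of the 4-fold differences, against 45.7% with size factors. At 2-fold the shares were 40.3% and 52.0%.

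The spread of the log2 ratio depended on expression. Across 3169 genes with a mean normalised count of 10 to 50, its robust SD was 2.14, against 0.40 under counting noise. Across 811 genes with a mean of 1000 to 5000, the robust SD was 0.52, against 0.05 under counting noise. At a mean of 50 to 200, 4.10% of genes were at least 4-fold higher and 5.73% at least 4-fold lower. At a mean of 5000 or more, 0 of 81 genes were 4-fold apart in either direction. Differences in genes of low counts were thus common in these libraries in both directions.

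**Figure D1:**
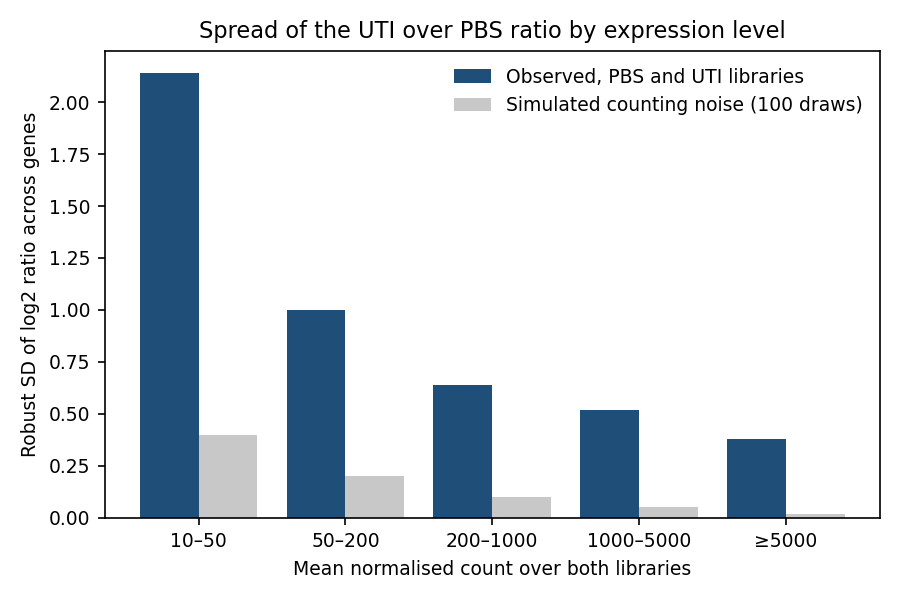
Bars show the robust SD of the log2 ratio of UTI over PBS across genes, by mean normalised count over both libraries, as observed (dark) and under simulated counting noise (light). The observed spread falls from 2.14 at a mean of 10 to 50 to 0.38 at 5000 or more and exceeds the simulated spread in each group of genes.

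The second comparison addressed whether macrophages were a source of the cytokines that activate type 17 lymphocytes. Il1b (chromosome 2, 129364569 to 129371164, GRCm38) had 808 counts in PBS and 8158 in UTI, or 1008 and 6537 normalised counts. Its log2 ratio was 2.70 (2.59 to 2.80). Il23a (chromosome 10, 128296140 to 128298084) had 0 counts in PBS and 172 in UTI, so it was at least 36.8-fold higher against a floor of 3 counts. At its mean normalised count of 68.9, differences of 4-fold were also seen in other genes, as given above. Tnfsf15, which encodes TL1A, had 0 counts in PBS and 8 in UTI. It was at least 1.71-fold higher against the floor of 3 counts, a difference that rests on few counts. The lower end of its counting interval was a log2 ratio of only 0.13. The setting that moved these values most was again the shrunken fold change, under which the log2 value of Il23a was 0.17 and that of Il1b was 2.06.

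Among the chemokines singled out by the study, Ccl5 (chromosome 11, 83525778 to 83530518) rose from 18 to 841 counts, with a log2 ratio of 4.85 (4.24 to 5.67). Ccl4 (chromosome 11, 83648624 to 83664683) rose from 40 to 762 counts, with a log2 ratio of 3.59 (3.15 to 4.11). Cxcl16 and Ccl7 had log2 ratios of 1.62 and 1.18, both with counting intervals above 0.

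Of 34 cytokine genes with a mean normalised count of at least 10, 28 were higher in UTI and 6 were lower, and 13 were at least 4-fold higher against 2 at least 4-fold lower. Scaling by total counts, by the upper quartile or by totals without abundant genes left 27 higher. The highest bound was that of Il1a (chromosome 2, 129299609 to 129310186), with 0 counts in PBS and 1440 in UTI, at least 308-fold higher. Il15 had 1 and 115 counts, a log2 ratio of 5.37 (3.70 to 11.52). Il12a was at least 9.85-fold higher with 46 counts in UTI, and Tnfsf13b at least 7.71-fold higher with 36. The lowest cytokine genes were Tgfb2, at -4.30 (-6.05 to -3.38), and Tgfb3, at -2.93 (-5.77 to -1.62). Kitl and Il33 followed at -1.95 and -1.46. The receptor gene Il9r, which the symbol pattern took in, had 18 and 3 counts.

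Of 24 chemokine genes, 16 were higher in UTI under all scalings tried, and 11 were at least 4-fold higher against 0 at least 4-fold lower. Ccl22 had 0 counts in PBS and 281 in UTI and was at least 60.1-fold higher. Cxcl9 had 0 and 158 counts and was at least 33.8-fold higher. Ccl25 had 0 and 41 counts and was at least 8.78-fold higher. Cxcl10 rose from 28 to 1040 counts, with a log2 ratio of 4.54 (4.04 to 5.17). The lowest chemokine genes were Cx3cl1 at -1.67 (-3.53 to -0.39), Cxcl13 at -1.60, Ccl8 at -1.45, Pf4 at -1.35 and Ccl9 at -1.13. Ccl9 was the most abundant of these, with 6216 counts in PBS and 4436 in UTI.

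**Figure D2:**
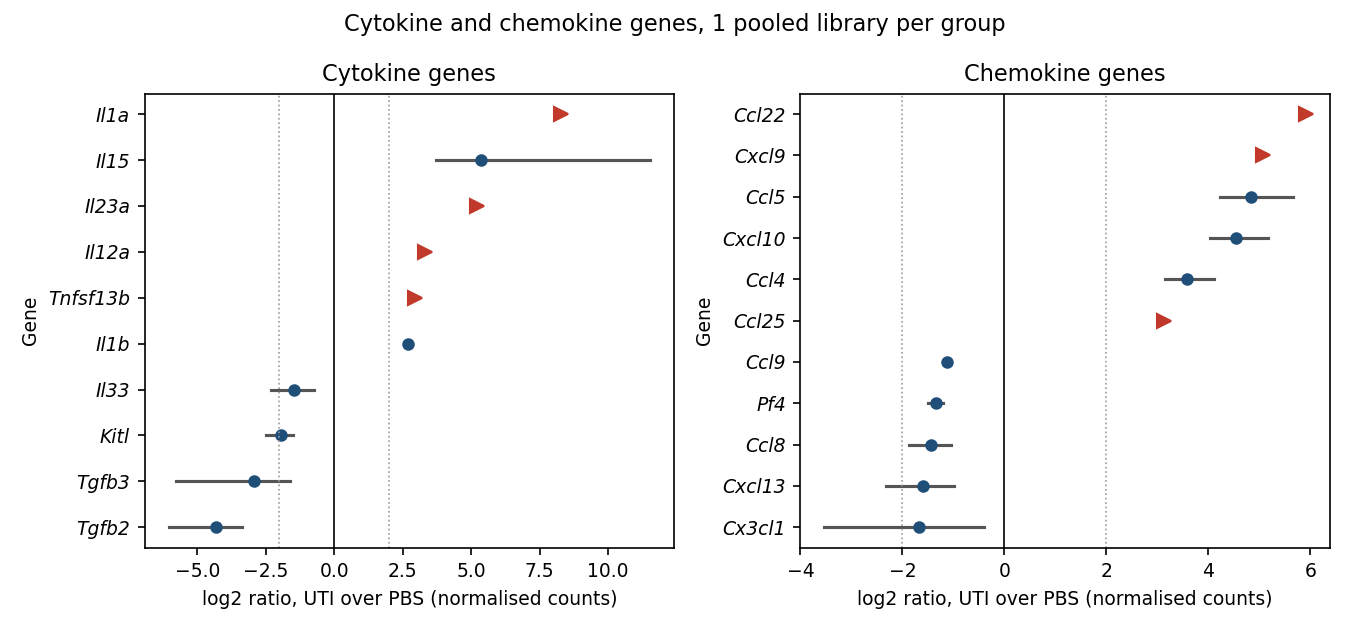
Log2 ratios of UTI over PBS for the highest and lowest cytokine genes with Il1b (left) and chemokine genes with Ccl4 (right), 1 pooled library per group; circles are ratios with lines for 95% counting intervals, triangles are lower bounds for genes at 0 counts in PBS, and dotted lines mark a log2 ratio of 2 in either direction. Il1a has the highest bound among the cytokine genes, at least 308-fold, and Tgfb2 the lowest ratio, -4.30.

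The third comparison asked whether the sorted cells carried receptors for type 17 cytokines. In PBS, Csf2ra had 1154 counts, Il17ra 454 and Il17rc 25. Csf2ra (chromosome 19, 61217191 to 61228461) did not differ beyond counting error, with 1858 counts in UTI and a log2 ratio of 0.05 (-0.06 to 0.16) that changed sign under 3 of the scalings. Il17ra (chromosome 6, 120463181 to 120483731) had 551 counts in UTI and a log2 ratio of -0.36 (-0.54 to -0.18). Il17rc (chromosome 6, 113471455 to 113483163) had 8 counts in UTI and a log2 ratio of -2.12 (-3.64 to -1.09), at a level where such differences were common. Il17rd had 22 and 5 counts, Il17re 0 and 9, and Il17rb 0 in each library. Csf2rb had a log2 ratio of 0.76 (0.68 to 0.84), Ifngr2 of 0.63, Il10rb of 0.59, Ifngr1 of -0.30 and Ltbr of -0.84. Il12rb1 had 1 and 40 counts, Il1r1 3 and 13, Il23r 5 and 2, Il22ra1 7 and 0, and Il22ra2 0 and 1. The median of the receptors list was -0.13, at percentile 26.8 of random lists; it was 0.05 both without a filter and at a mean of at least 50. Transcripts of lymphocyte cytokines were at or near the floor. Il17a, Il17f and Ifng had 0 counts in each library, Il22 had 6 and 0, Csf2 had 2 and 3, and Ltb had 2 and 4. Tnfsf12 had a log2 ratio of 0.27 (0.00 to 0.54).

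Beyond the cytokines, the highest ratios were ranked with the pseudocount of 1 among genes with a mean of at least 50. The 10 highest took in Il1a, Ccl22, Il23a and Cxcl9, all at 0 in PBS. The log2 bounds of Il1a (8.27), Ccl22 (5.91) and Il23a (5.20) lay above the ratio of Trim34b (5.12), the lowest of the 10, while that of Cxcl9 (5.08) did not. The lower end of the counting interval of Il23a (4.89) also lay below that ratio. The others were Olr1 (2 and 363 counts, log2 ratio 6.38), Mx2 (1 and 232), Ly6i (3 and 430), Ahrr (1 and 163), Dmxl2 (15 and 1031, log2 ratio 5.39) and Trim34b (2 and 150). Among the 10 lowest, ranked likewise, Cd209d had 92 counts in PBS and 0 in UTI and was at least 47.8-fold lower. Shank3 had 138 and 1 counts, with a log2 ratio of -6.59 (-13.06 to -5.25). Vwf had 319 and 12 counts, with a log2 ratio of -5.23 (-6.34 to -4.55). Cdh3, Msrb3, Enpep, Slc39a8, Cadm1, Aqp1 and Chst4 lay between -5.51 (Cdh3) and -4.97 (Chst4).

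Of the 22 gene lists, 10 had a median outside the central 95% of random lists, 5 of them higher and 5 lower. If genes and lists varied independently, 1.1 lists would be outside by chance. Some lists share genes, and genes of a list may vary together, so 1.1 is not a firm expectation. The M1-associated list had the highest median, 2.80, at percentile 100, with all 11 members higher. Its most abundant members were Il1b, Ptgs2 (319 and 3463 counts) and Tnf (50 and 1592 counts, log2 ratio 4.33). The interferon response list had a median of 2.02, also at percentile 100, with all 18 members higher; Irf7 and Oasl2 had log2 ratios of 1.41 and 1.20. The immediate early list, which also marks tissue dissociation, had a median of 0.78, with Zfp36 at 0.60. Fos, at 0.08, and Dusp1, at 0.05, fell below 0 under 3 of the scalings. The text genes of the study had a median of 0.90, with 9 of 12 members higher. Over 16 members without a filter it was 0.45, at percentile 87.5, within the random range.

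The neutrophil list had a median of 1.23 at percentile 99.6, but its members went in opposite directions. Of 8 members measured, 5 were higher beyond counting error and 3 were lower. Mmp9, the most abundant, fell from 1055 to 390 counts (log2 ratio -2.07) and Retnlg from 196 to 64 (-2.23), while Csf3r rose from 450 to 1175 (0.74). With members of a mean of at least 50 only, the neutrophil median was -1.53 at percentile 0.165, outside the random range on the opposite side.

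The resident macrophage list had a median of -1.90 at percentile 0, with 13 of 15 members lower. Its most abundant members fell less, with Mrc1 at -0.81, C1qb at -0.58 and C1qc at -0.68. The M2-associated list had a median of -0.80 but a mean of 0.52, since 5 of its 12 members were higher. Retnla fell from 2270 to 178 counts (-4.30) and Chil3 had a log2 ratio of -1.51. The monocyte list had a median of -0.29 at percentile 2.29, close to the limit, with Fn1 at -0.22, Thbs1 at -0.36 and Ccr2 at -0.01. The endothelium list had a median of -3.59, or -3.20 with the members at 0 in UTI placed at their bound. Over the 3 members with a mean of at least 50 it was -1.08, at percentile 2.78, within the random range. Its most abundant members fell less, with Pecam1 at -1.08, Kdr at -1.07 and Cdh5 at -2.30. The fibroblast list had a median of -1.13, with Col3a1 at -1.04, Col1a1 at -0.55 and Col1a2 at -1.23.

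The remaining lists lay within the range of random lists. The urothelium list had a median of -0.53 at percentile 3.98, with Krt5 at -0.42, Krt7 at -1.62 and Krt15 at -0.50. The dendritic cell list had a median of -0.52, with Cd24a at -1.99, Cd209a at -2.16 and Batf3 at -0.39. The cell cycle list had a median of -0.46, while Mki67 rose from 277 to 1258 counts (1.54), Pcna had a ratio of 0.35 and Mcm3 of 0.08, the latter below 0 under 3 scalings. The smooth muscle list had a median of 0.35 and a mean of -0.15 over 4 members, with Acta2 at -2.88, Myh11 at -0.76 and Des at 1.46. Over the 2 members with a mean of at least 50 its median was -1.82, at percentile 1.95, and over 8 members without a filter it was 0.63, at percentile 57.8. The T, NK and innate lymphoid list had a median of 0.62 and a mean of -0.35 over 3 members, Il7r, Cd4 and Klrb1c, and a median of -0.17 without a filter. The B cell list had a median of -0.54 over 2 members, and of 0.57 over 5 without a filter. The lysosome list had a median of 0.27, with Ctss at 0.54, Ctsb at 0.19 and Lamp1 at 0.26. The glycolysis list had a median of 0.21, with Eno1 at 0.02 (below 0 under 3 scalings), Pkm at -0.06 and Aldoa at 0.54. The MHC class II list had a median of 0.09, which fell below 0 under 3 scalings, with H2-Ab1 at 0.26; Cd74 at 0.09 and H2-Aa at 0.05 also fell below 0 under those scalings.

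**Figure D3:**
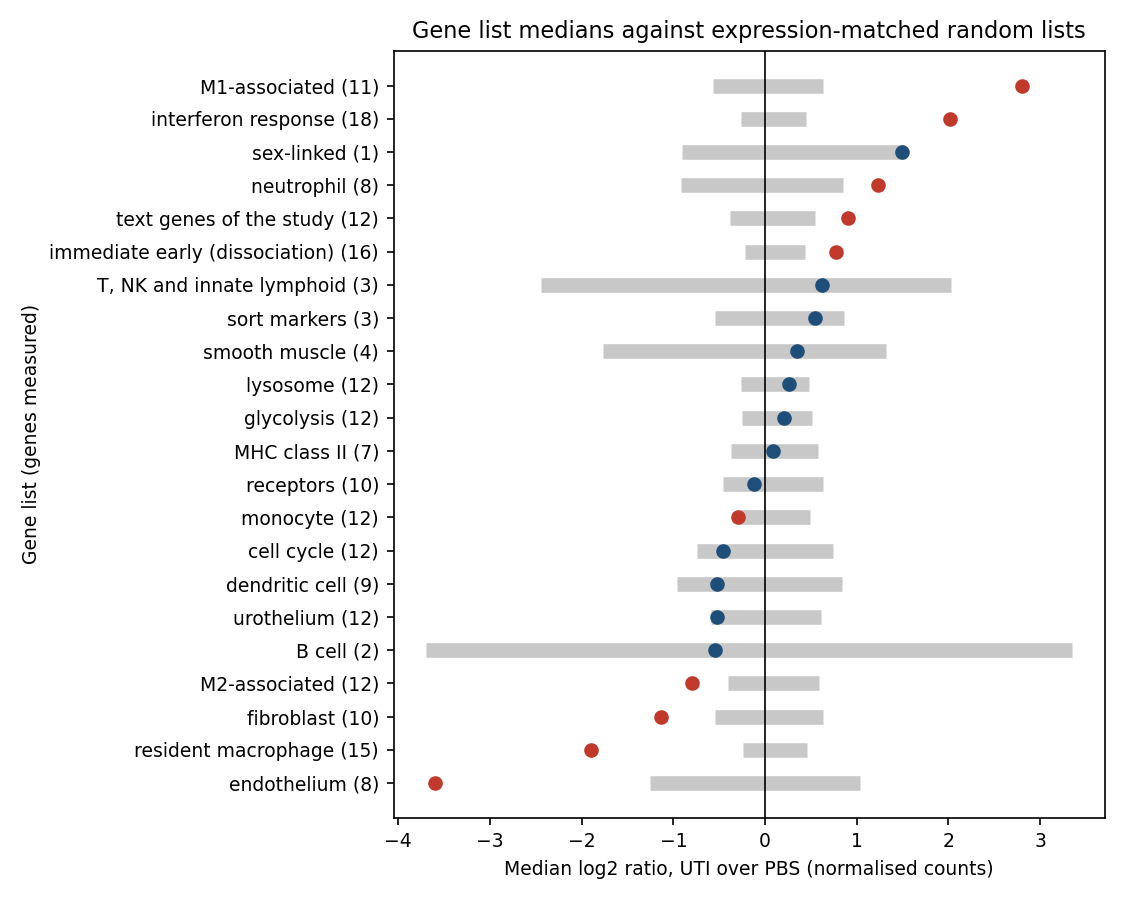
Points show the median log2 ratio of UTI over PBS of each gene list, with the number of genes measured in brackets, and grey bars show the central 95% of 10000 random lists matched on expression. Red points lie outside that range; the M1-associated list is the highest, at 2.80, and the endothelium list the lowest, at -3.59, though not among members with a mean of at least 50 (-1.08).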

Values the study reported

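The study examined the sorted bladder macrophages 24 h after infection and prepared their libraries from 5 ng of total RNA. It gave an RNA integrity number above 8 for all samples sequenced.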

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

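The shrunken fold change was chosen after seeing the data; the other alternatives were fixed before the data were examined. TMM factors and a pseudocount of 0.5 moved none of 142 results by more than their counting interval or, for counts of genes, by more than 1.5 times. The authors' normalised table holds the same reads for the genes compared and moved no value. Thinning the UTI library to the PBS total moved 3 results and a pseudocount of 5 moved 3. Il22, Il22ra1 and Cd209d moved under thinning; Shank3, Cdh3 and the endothelium median moved under the larger pseudocount.

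The counts of genes rested on the filter. Without one, 1752 genes were at least 4-fold higher and 1427 lower, and 3478 were at least 2-fold higher and 2880 lower. At a mean normalised count of 200 or more the numbers were 68 and 47 at 4-fold and 440 and 207 at 2-fold. The totals follow from the number of genes entering. The balance changed too, with more genes higher than lower at 4-fold under both filters, the opposite of the main filter. At a mean of 10 to 50, 484 genes were at least 4-fold higher and 686 lower, and at 50 to 200, 161 and 225. The excess of higher genes without a filter thus lay among genes with a mean below 10. The cause of these shifts was not tested. When the counting interval had to lie beyond the fold, 126 and 160 genes were left at 4-fold and 607 and 576 at 2-fold, which follows from the stricter rule.

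Scaling by total counts moved 49 results, the upper quartile 33, and totals without abundant genes 34, by a near-constant shift set by the factors. Il1b moved to 2.53 under total counts. Weak rises changed sign. Under total counts Fos was at -0.078, H2-Aa at -0.114 and Cd74 at -0.077. Under the upper quartile they were at -0.012, -0.048 and -0.011, and under totals without abundant genes at -0.015, -0.051 and -0.014. The neutrophil median was -1.53 among members with a mean of at least 50, because 3 of the 8 members left the list. Other list medians also depended on that filter: at a mean of at least 50, 7 more moved, among them endothelium (-1.08), smooth muscle (-1.82) and receptors (0.05), and without a filter 6 moved, with changes of sign for receptors (0.05), B cell (0.57) and T, NK and innate lymphoid (-0.17). The number of lists outside the random range was between 9 and 11 under all settings run, but not the same lists. At a mean of at least 50 the neutrophil list went to the opposite side (percentile 0.165), endothelium left (2.78), and smooth muscle (1.95) and sex-linked (98.7) entered. Without a filter the text genes left (87.5).

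The shrunken fold change moved 92 of 142 results. Under it, 23 genes were at least 4-fold higher and 15 lower, and 473 were at least 2-fold higher and 422 lower. Of the named genes, 8 in place of 43 were at least 4-fold apart. Il1b was at 2.06, Ccl5 at 2.58, Ccl4 at 2.20 and Il23a at 0.17. The 38 genes still 4-fold apart were all among the 501 found without shrinkage.

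Depth limits the genes of few counts. A gene at 0 in PBS is bounded at 0.758 CPM. Tnfsf15, Il22, Csf2, Ltb and Il23r had 8 or fewer counts in each library, too few for a firm ratio. No paired analysis was possible because each group has 1 library, and leaving out a replicate was not possible for that reason.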

Other observations

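The tests of the low-input, identical-count, shrinkage and nuclear RNA explanations, and the test of neutrophil genes at 0 in PBS, were chosen only after the results were seen. The other tests were written down before the values they measure were seen, although the resident macrophage and bladder tissue patterns were reworded to the direction found.

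Several technical sources of the 501 genes at least 4-fold apart were tested. Counting noise gave at most 0 such genes in 100 draws. Thinning the UTI library to the PBS total gave 508, and totals without the most abundant genes gave 520, so neither depth nor a few abundant genes accounted for the number. A GC content and transcript length were found for 94.2% of the 501 genes. After removal of both trends, 92.8% of these were still at least 4-fold apart. Infection is the difference the design names. It stays open together with any difference between the pools in sorting, RNA yield or amplification, since 1 library per group confounds them.

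A candidate source of part of the spread is amplification of few starting molecules. There were 245 genes with 0 counts in PBS and at least 20 in UTI, and 150 with 0 in UTI and at least 20 in PBS. Counting noise gave 0 in 100 draws in each direction. The cut of 20 counts was not scaled for depth and was stricter in PBS, the shallower library, so 245 and 150 are not matched. The SD of the log2 ratio beyond counting noise was 4.06 times larger at a mean of 10 to 50 than at 1000 to 5000. Sampling of few molecules predicts such a fall, but genes of low expression may also differ more for biological reasons, and the libraries cannot separate these. For the highest genes at 0 in PBS, a comparison by gene class was made. Of 7 genes with 0 counts in PBS and at least 100 in UTI, 4 were cytokine or chemokine genes (Il1a, Il23a, Ccl22 and Cxcl9). If genes were lost without regard to class, 0.0379 would be expected, from 38 such genes among all 7018 with at least 100 UTI counts. That pool has no upper limit on counts, so the expectation is not matched on the level of the 7 genes. Zeros above this threshold were about as frequent the other way round. There were 9 genes at 0 in UTI with at least 64.2 counts, an equivalent level, in PBS. Being at 0 alone thus does not set the 4 genes apart, but their level was higher. The mean normalised count of the 9 was at most 57.4 (Cd209d), against 63.3 (Cxcl9), 68.9 (Il23a), 113 (Ccl22) and 577 (Il1a). Astl (43.7), 6330407A03Rik (40.1) and B3gnt8 (40.1), also at 0 in PBS, did not exceed it. A biological rise of these 4 genes is a hypothesis found and examined in the same libraries.

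The study described little induction of Il23a in these cells. Here Il23a was at least 36.8-fold higher in UTI and Il1a at least 308-fold higher. A candidate explanation is shrinkage of fold changes that were estimated without replicates. When both libraries were treated as replicates and a normal prior was applied, the log2 value was 0.17 for Il23a and also 0.17 for Il1a, which had 1440 counts in UTI, while Il1b, Ccl4 and Ccl5 stayed at 2.06, 2.20 and 2.58. Another shrinkage, the regularised log of DESeq2, gave differences of 0.60 for Il23a, 2.58 for Il1a and 1.65 for Il1b, so of these methods only the normal prior brought Il1a near 0. In the fit behind both, Il23a and Il1a were given a dispersion of 10, against 0.180 for Il1b. The same 10 was given to Csf2 (2 and 3 counts) and Eif2s3y (1 and 1), and no gene named here had more. It thus reads as a ceiling of the fit rather than a measured variability of Il23a and Il1a. A large ratio did not always bring a large dispersion: Olr1, with 2 and 363 counts, had a dispersion of 0.705 and a shrunken value of 2.15. Among genes with a mean of at least 200, the median shrunken value rose from 1.69 for 43 genes with log2 ratios of 2 to 3 to 2.12 for 16 genes at 3 to 4, and was 0.64 for 9 genes at 4 or more. The median regularised log difference rose throughout, from 1.02 to 1.42 and 1.92. The median dispersion in these groups was 0.226, 0.310 and 2.33. Tnf, with 50 and 1592 counts, was at 0.67. The study's methods name DESeq2 with its default workflow, but its version, which decides whether a prior is applied by default, is not given in the sources used here, so this remains a hypothesis. Il23a at 172 counts was also far below Il1b at 8158 counts in UTI, which may bear on the wording too.

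Neutrophil genes were higher as a list, but neutrophils or their RNA in the sort do not account for the list as a whole. Retnlg, an abundant neutrophil gene, fell (log2 ratio -2.23), Mmp9 fell as well (-2.07), and S100a8 had 6 and 11 counts. Of the 15 genes of that list, 5 had at least 10 counts in the PBS library already. A trace remains open for genes at 0 in PBS. S100a9, Lcn2 and Mpo had 98 counts in UTI together, too few to tell, and Ngp, Camp and Ltf had 0 counts in each library.

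Resident macrophage genes were lower in UTI. A lower share of macrophages in the sorted cells would lower macrophage markers and raise the genes of the cells in their place. The sort markers rose (median log2 ratio 0.55), but within the random range (percentile 89.4). Cells were selected on CD45 and CD64, and CD45 is not specific to macrophages, so these markers cannot decide this. The fibroblast and endothelium medians fell (-1.13 and -3.59, or -1.23 and -1.08 at a mean of at least 50), which goes against more RNA from those cells only. The neutrophil median rose (1.23) but was -1.53 at a mean of at least 50. A lower share of macrophages thus stays open as a source of the fall in resident macrophage genes. A change in state of the macrophages, or a different mix of macrophage subsets, may also underlie that fall and was not tested. Monocyte genes gave no rise as a list (median -0.29), although Ly6c2, chosen after its values were seen, had a log2 ratio of 2.61.

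Genes of bladder tissue cells were mostly lower in UTI. Of 4 tissue lists, 2 (fibroblast and endothelium) lay below the random range, urothelium lay lower within it, and smooth muscle was mixed. At a mean of at least 50 all 4 medians were lower, with smooth muscle at -1.82 over 2 members, and fibroblast and smooth muscle lay below the random range. Less RNA from bladder tissue cells in the UTI sort could give this, and would lower all 4 lists. Whether smooth muscle follows depends on the filter: without one, its median over 8 members was 0.63, at percentile 57.8, which goes against a loss common to all 4 lists but rests in part on members below the minimum count. Acta2, its most abundant gene, fell with the others. Tissue RNA and a change within the sorted cells cannot be told apart for these genes.

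Nuclear long noncoding RNAs, chosen after their values were seen, were higher in UTI. Malat1, Neat1, Xist and Kcnq1ot1 had like log2 ratios of 1.46, 1.52, 1.49 and 1.43, while Firre rose more, at 2.29. A larger share of nuclear RNA in the UTI library is a candidate explanation. It predicts that genes with much intron for their transcript length shift up. Across 4337 genes, the median log2 ratio of the fifth with most intron exceeded that of the fifth with least by 0.24. This was in the predicted direction but short of the 0.3 set for a clear shift, so the test leaves the explanation open. Across genes, which are not independent replicates, Spearman's rho of the log2 ratio with intron for transcript length was 0.122. The log2 ratio had rhos of like size with transcript length (0.124) and GC content (-0.123), which the test did not separate.

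Some genes shared identical counts in both libraries with a neighbouring row. Among 3975 rows with at least 500 counts in sum, 51 pairs were identical, and 68.6% of these pairs lay within 10 rows of each other, where chance ties would give 0.0819%. The 55 rows in the pairs lying within 10 rows of each other would correspond to 0.778% of all counts being entered again. Reads given to more than 1 overlapping or near-identical gene are a candidate explanation. Gvin1 and Gm4070, noticed after the counts were seen, both had 5946 counts in PBS and 26782 in UTI. Of the 501 genes at least 4-fold apart, 13 had a neighbour with identical counts and are uncertain. Tnfsf15, with 0 and 8 counts, also had such a neighbour. Its counts are too few for the test above, so a chance tie cannot be excluded for it.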
